A study of Mus musculus with 43 samples. Its data were reported in "In Vivo Clonal Analysis Reveals Random Monoallelic Expression in Lymphocytes That Traces Back to Hematopoietic Stem Cells" (2022).

How the data were processed

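RNA-seq libraries of 11 female F1 mice (B6 mother, CAST/EiJ father) were analysed from the processed files. The labels list 43 libraries; 9 of them are marked as not processed further, and the remaining 34 gave 16 samples, 11 of splenic B cells and 5 of thymocytes. Of the B cell libraries, 11 came from monoclonal, 11 from polyclonal and 2 from the nontransplanted animal, and of the T cell libraries 4, 4 and 2. Group, animal, cell type, donor and number of transplanted stem cells were taken from the labels. Libraries of one sample are technical replicates of 1 RNA, so their counts were summed, and the animal was the unit of every test between groups.

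Per the methods of the study, the authors trimmed reads with cutadapt 1.14 through Trim Galore, aligned them with STAR 2.5.4a to the GRCm38 (mm10) reference and to a CAST version of it, and counted alleles at SNPs in exons with SAMtools and a tool adapted from the GATK allele counter. The deposited allele counts are raw counts per gene, allele and library, summed over the gene's SNPs, so that a read over more than 1 SNP counts at each; they cover 30212 genes, 29309 of them with a symbol and 1805 on the X. For B cells of E13.24, E6.1 and E6.42, and for control B, control T and E13.1 T cells, some labelled libraries were not processed, so the library numbers of the count columns name the sample but not the library; the first 3 were read from the deposited counts per SNP, whose sums equalled the counts per gene. The deposited abundance table gives, per the labels and methods, an expression signal made by the authors from featureCounts (Subread 2.0.0) read numbers, normalised with the TMM method of edgeR scaled to library size and averaged over the libraries of a sample; it covers 37315 genes, 35449 of them with a symbol. The authors also deposited a table of B6 allele fraction per gene and sample, with total counts. Against the summed allele counts, its totals were equal in 7 samples and lower in the other 9, where the median over genes was a fraction of 0.269 to 0.6255 of them; that table entered only as an alternative. In all, 214 columns with per-sample values were not used. Gene symbols were matched to the deposited identifiers in a mouse reference table of identifiers and symbols, and coordinates are the deposited GRCm38 SNP positions.

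Sample totals ranged from 13646675 to 89681614 allelic counts in B cells and from 15912534 to 71645521 in T cells, and single libraries from 5342627 to 45195805. AI was the B6 share of both alleles' counts. The scatter between library replicates beyond binomial sampling was estimated for each sample as an overdispersion factor (QCC, 1.81 to 3.91), and standard errors in the tests of single genes were multiplied by it (the variance by its square). Wilson 95% intervals on single-sample shares carry no such factor. To see whether columns had been exchanged, the abundance of 8959 genes, taken relative to the mean of the same cell type, was correlated with the allelic counts of each sample: every abundance column correlated best with its own sample (0.832 to 0.906 in B, 0.841 to 0.890 in T cells), and at most 0.571 in B and 0.677 in T cells with another.

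Genes needed at least 10 allelic counts and an abundance of at least 10 in each sample compared, unless another filter is given below. For the autosomal clone differences in B and T cells, no minimum abundance was applied to the T cell samples. For the X chromosome, Xist and the fixed escapee list were left out of the medians, and the distance of the median from even expression was compared by an exact permutation test. Escapees were X-linked genes whose inactive-X share exceeded the sample's median share plus 0.1 after Bonferroni adjustment at 0.05, in 2 samples of a cell type or in 1 B and 1 T cell sample, with a median AI of 0.3 to 0.7 over polyclonal and control samples. Pairs of animals were compared gene by gene over all autosomal genes with a test of 2 binomial shares, Bonferroni adjusted at 0.05, and clonality labels were permuted over animals and, as an addition, within donors. For the SD comparison the threshold was 0.15, genes with an AI below 0.1 or above 0.9 in all B cell samples or below 0.25 or above 0.75 in all 4 E6 samples were left out, and a called gene had to differ in at least 1 pair. Correlations across genes used 100000 permutations. Regions were runs in which the median AI shift from the control over 20 neighbouring expressed genes was above 0.15 in size.

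AI between cell types was tested with limma (trend, robust) on the log2 ratio of B6 to CAST counts with 0.5 added to each, for genes with at least 20 counts in all 10 samples. Expression was tested with limma (trend, robust) on log2(abundance + 1) for genes with a mean abundance of at least 10, with Benjamini-Hochberg adjustment at 0.05; changes on this scale understate those of weakly expressed genes. The animal was a block for T against B cells, since the labels give the same animals for both, and the donor was a block for monoclonal against polyclonal B cells. edgeR (quasi-likelihood, TMM) and DESeq2 (its own size factors) were run on summed allele counts as alternatives. The design, the alternatives and the rule for naming genes were fixed before the data were examined. Other alternatives covered count minimums, filters, thresholds, pseudocounts, priors, blocks, thinning to the smallest total, single libraries, and leaving out each transplanted animal, the E6 animals, or E15.2, whose RNA was extracted with another kit. The clone differences in B and T cells were compared gene by gene by a normal test with standard errors widened in this way, Bonferroni adjusted over 15 genes. Genes in 100 drawn splits of the samples into groups of the same sizes were counted for each model across genes, and for the SD comparison also in all 36 splits that keep the donors divided as in the real groups.

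The named genes are all escapees that passed and the fixed escapee list; all genes above the SD threshold in 1 group alone and the study's 14 genes; the 10 largest AI differences each way between cell types that had the same direction in all 5 animals; the 10 most abundant biased genes per direction in B cells; and, for expression, the 10 largest changes each way with the same sign throughout, or the 5 lowest p where fewer passed, with members of the fixed lists. Those lists were escapees, X-linked immune, imprinted, autosomal genes with allelic expression described in lymphocytes, the study's 14 genes, antigen receptor V genes, B cell, thymocyte, myeloid, erythroid, platelet, NK, plasma cell, marginal zone B, follicular B, B1, transitional and immature B, germinal centre, interferon response, stress and immediate early, cell cycle, p53 and DNA damage, ribosomal protein and mitochondrially encoded genes.

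The procedures were tested on simulated data. With counts drawn for 7292 genes, an AI shift of 0.4 was recovered in 95% of changed genes by the pair test and by the SD comparison, and a shift of 0.2 in 72% and 0%; there were 3.4 false calls per pair on average and 0 among 7092 unchanged genes in the SD comparison, and the estimated QCC came within 0.082 of the simulated one. Unchanged genes were given the same AI in every animal, so these false calls do not cover real differences between animals. For monoclonal against polyclonal expression (8552 genes) limma recovered 82% of genes at a log2 change of 1 and 99% at 2, and 4.23% of its calls were false, against 2.65% for edgeR and 23.9% for DESeq2. For T against B expression (8336 genes) limma recovered 81.1% and 95.8% with 6.11% false, and for T against B AI (9262 genes) 74% and 85% with 1.24% false. Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.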

Results

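RNA-seq with allelic resolution was available for 11 female F1 mice with a B6 mother and a CAST/EiJ father, in which SNPs assign reads to the maternal B6 or the paternal CAST allele. In 5 monoclonal animals (E15.10, E6.43, E6.42, E13.29 and E13.24) the donor-derived lymphocytes descended from 1 transplanted hematopoietic stem cell (HSC). In 5 polyclonal animals, 50 HSCs (E6.1 and E6.2) or 200 HSCs (E13.1, E13.2 and E15.2) were transplanted. The study had no precise count of those that engrafted, but judged that they were probably far fewer. The part of a name before the point is the donor, and 1 nontransplanted animal served as control. Splenic B cells (CD19+ IgM+) were measured in all 11 animals, and thymocytes (CD4+ CD8+, called T cells here) in the control, E13.29, E13.24, E13.2 and E13.1, which made 16 samples from 34 libraries. The total of allelic counts per B cell sample was 89681614 in E15.2, 76779980 in E6.42, 70067031 in E13.29, 67178068 in E13.2, 63621725 in E6.1, 54613256 in E15.10, 42591056 in E13.1, 18366687 in E6.2, 17558002 in E6.43, 13646675 in E13.24 and 27275883 in the control. In T cells it was 33631229 in E13.2, 15912534 in E13.1, 23424686 in E13.29, 71645521 in E13.24 and 20407648 in the control. Allelic imbalance (AI) is the B6 share of a gene's allelic counts. Its median over autosomal genes lay between 0.501 and 0.505 in every sample.

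Whether each graft was clonal was asked of the X chromosome, since a stem cell passes its choice of inactive X to all its descendants. X-linked genes were transcribed almost from a single allele in monoclonal B cells: the median AI was 0.945 in E13.24, 0.933 in E13.29 and 0.964 in E15.10, which kept the maternal X active, and 0.013 in E6.42 and 0.0222 in E6.43, which kept the paternal X active. Polyclonal B cells lay between these extremes, from 0.249 in E15.2 and 0.262 in E6.1 through 0.457 in E6.2 and 0.576 in E13.2 to 0.631 in E13.1, and control B cells were at 0.345. Xist, the noncoding RNA that coats the inactive X, ran the other way, with an AI of 0.0785 in E15.10 and 0.992 in E6.43. Thymocytes of E13.24 and E13.29 were at 0.990 and 0.995, those of E13.1 at 0.623, those of E13.2 at 0.891 and those of the control at 0.515. By Ly5 SNPs, the study found the most recipient cells in B cells of E13.24 and E13.29, and attributed their lower medians to them. The AI values given here are not corrected for recipient cells. The distance of the median from even expression was 0.461 ± 0.0225 in monoclonal and 0.148 ± 0.0937 in polyclonal B cells (SD, n = 5 animals each), a difference of 0.313 (two-sided exact permutation test, p = 0.0079). Without the abundance filter it was 0.188 (exact p = 0.0397). The study had tested for monoclonality by Xist SNPs before sequencing, so the test is not independent evidence of clonality. X-linked AI alone also cannot tell 1 HSC from several that silenced the same X. Between 215 and 238 X-linked genes entered each median, and the 2 monoclonal against 2 polyclonal T cell samples are given as values only.

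**Figure D1:**
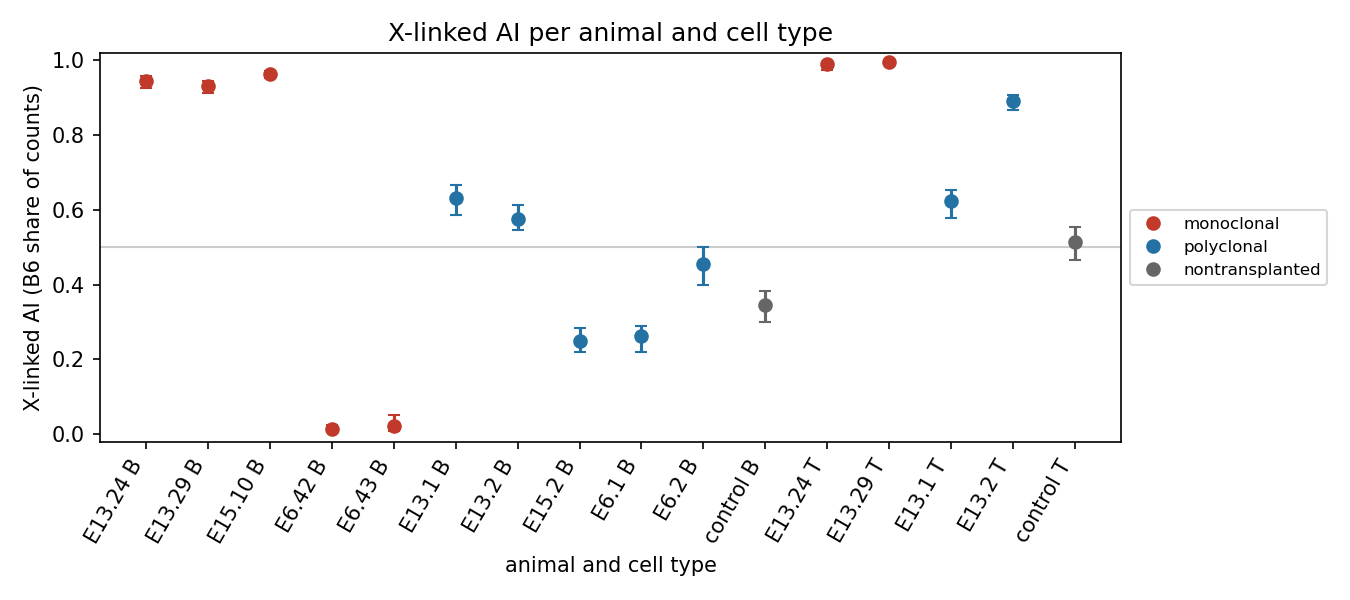
Median AI (B6 share of allelic counts, no unit) of X-linked genes in each of the 16 samples, grouped by monoclonal, polyclonal and control animals and by cell type, with bars from the lower to the upper quartile of the genes. Monoclonal B cells sit at or above 0.933 or at or below 0.0222, and polyclonal B cells between 0.249 and 0.631.

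Genes that escape X inactivation were sought as X-linked genes with reads from the silent chromosome in monoclonal samples. Besides Xist, 10 genes passed. Kdm5c and Kdm6a, histone demethylases, passed in all 5 B cell and both T cell samples, with 0.269 to 0.415 and 0.344 to 0.459 of their counts from the inactive X. Eif2s3x, a subunit of a translation initiation factor, Pbdc1 and Gm8822 passed in 4 B cell and both T cell samples, and 5530601H04Rik in 2 and 2. Eif2s3x gave 0.194 to 0.534 of its counts from the inactive X, Pbdc1 0.222 to 0.305 and the predicted gene Gm8822 0.302 to 0.650. The Gm8822 share was 0.563 to 0.650 with the maternal X active, and 0.376 (E6.42) and 0.302 (E6.43) with the paternal X active. Its median AI in polyclonal and control samples was 0.364. Its counts thus leaned to CAST whichever X was active. For this gene, which the study calls a pseudogene, misassigned reads cannot be told apart from escape. Ddx3x, an RNA helicase, and Utp14a, a ribosome assembly factor, each passed in 2 B cell samples and 1 T cell sample. The list of escapees fixed beforehand included those the study called on these samples, so matches to it are not independent evidence. Gab3 and Dmd were not on that list: Gab3, a signalling adaptor, passed in E6.42 (0.453) and E6.43 (0.504) and stayed at or below 0.0901 in the other monoclonal samples, and Dmd rests on 171 counts in 1 B cell and 326 counts in 1 T cell sample. For Gab3, both passing samples kept the paternal X active, and the median AI of polyclonal and control samples was 0.684. A bias to the B6 allele cannot be told apart from escape there. Of the remaining listed genes, Mid1 passed in T cells of E13.24 (0.628) and Ftx in E6.42 (0.3498) without meeting the full criteria, Car5b and Shroom4 were too weakly expressed in monoclonal samples, and Jpx was not analysed here.

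Of 10 members of the X-linked immune list measured in every monoclonal B cell sample, 0 passed in any of these samples. The monoclonal T cell samples were not counted for this list. In B cells the highest inactive-X share of Btk, the kinase downstream of the B cell receptor, was 0.0532. It was 0.0628 for the cytokine receptor chain Il2rg and 0.158 for the oxidase subunit Cybb. The largest excess over a sample's median, 0.113, was that of the complement gene Cfp in E6.42 (share 0.127), above the margin but not passing. Each gene was tested in each sample with a binomial test widened for the scatter between library replicates, against the sample's median share plus 0.1, with Bonferroni adjustment over the 225 to 248 genes of the sample; 8 to 10 genes passed per sample. With a margin of 0.2 instead of 0.1, 5 genes besides Xist remained.

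Random allelic choices held by single stem cells would make monoclonal B cells differ from each other at autosomal genes more than polyclonal ones do. In pairs of animals, 27 to 322 of 7844 to 8220 autosomal genes tested differed in AI, with a mean of 142 genes over the 10 monoclonal pairs, 133 over the 25 mixed pairs and 133 over the 10 polyclonal pairs. The difference of 9.4 genes between monoclonal and polyclonal pairs was within chance (exact permutation of the labels over animals, two-sided, p = 0.833, 0.833 after Benjamini-Hochberg adjustment for both pair statistics), as was the difference of -0.0296 between their mean correlations, 0.814 and 0.844 (exact permutation p = 0.429, adjusted 0.833). With the labels exchanged only within donors, a test chosen after the data were seen, the exact permutation p was 0.806 for the counts and 0.389 for the correlations. The sign of the difference in counts is not settled: it was -31.3 without the 4 E6 animals, -36.8 without E6.42, -3.3 without E13.1, -5.63 without E6.2 and -238.3 with plain binomial variance. Control B cells differed from the transplanted animals at 64 to 204 genes, and T cell samples from each other at 46 to 130.

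The spread of AI over animals was compared next. The standard deviation (SD) was higher in monoclonal than in polyclonal B cells at 56.4% of 7292 autosomal genes (median 0.029 against 0.0262). Of the 7292 autosomal genes, 15 had an SD above 0.15 over the 5 monoclonal and not over the 5 polyclonal B cell samples, and 0 the reverse. The widest was Pkp3, the gene of a desmosomal plaque protein (chromosome 7, SNPs from 141078311 to 141090483, GRCm38), with SDs of 0.374 and 0.0873: its AI was 0.943 in E13.29 and 0.842 in E6.43, 0.182 in E15.10 and 0.122 in E6.42, and 0.428 in E13.24. Apba3, an adaptor protein gene on chromosome 10 (SD 0.252 and 0.0213), was almost wholly paternal in E15.10 (0.0553, 95% CI 0.0459 to 0.0664) and E6.43 (0.018). Kdm8 (0.211 and 0.0809), which encodes a JmjC-domain oxygenase, was paternal in E15.10 (0.0199), and Aldh4a1 (0.207 and 0.0237), a mitochondrial enzyme of proline breakdown, was maternal in the same animal (0.951). Fam32a (0.1995 and 0.0344) was paternal in E6.43 (0.016), the amino acid transporter gene Slc38a7 (0.186 and 0.0464) in E13.29 (0.123), and Flnb (0.172 and 0.0981), the gene of an actin crosslinker, in E6.43 (0.110) and E13.29 (0.190).

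The other 8 genes were Pacsin1 (SD 0.201 in monoclonal animals), the antiviral restriction factor family member Trim5 (0.173), Zfp873 (0.170), the lysosomal peptidase gene Dpp7 (0.167), Igkv6-25 (0.157), Cdk5rap1 (0.154), Gnpda2 (0.152) and ENSMUSG00000075043 (0.1502). Dpp7 went both ways in 1 donor's animals, with 0.675 in E6.42 and 0.211 in E6.43. Cdk5rap1 was at 0.844 in E6.43 but also at 0.755 in polyclonal E6.1, ENSMUSG00000075043 rests on a single SNP, and Igkv6-25 and Trim5 belong to families of near-identical genes, so their reads are uncertain. In all, 13 of the 14 genes the study singled out were among the 15; that list was chosen on these samples and is not independent evidence. Plekha8, the remaining one, was tested and stayed below the threshold, with an SD of 0.141 in monoclonal and 0.0441 in polyclonal animals. The imprinted list had 14 genes tested and 0 called (highest SD 0.0809, Impact), the list of genes with allelic expression described in lymphocytes 2 and 0, and the antigen receptor V genes 53 and 1, with 1 more in both groups. A further 6 genes passed in both groups, named here after their values were seen: Ly6d (SD 0.352 and 0.346), Lynx1, Rnf26, Csf2rb, Neil1 and Igkv3-1. The AI of Ly6d was 0.336 to 0.374 in the 4 E6 animals, monoclonal or not, and at least 0.974 in all other B cell samples.

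As many as 15 genes came from 3 of 100 splits of the 10 animals into groups of 5, the real one included, and the other splits gave a median of 9. Those splits ignored the donor. Among the 36 splits that divide each donor's animals as the real groups do, 3 reached 15 and the others had a median of 9, so chance cannot be excluded within donors. The number depends on the threshold, being 37 at an SD above 0.10, with 11 the reverse, and 5 above 0.20, with 0 the reverse. It is 67 without the abundance filter, with 23 the reverse, and 26 when no pairwise difference is required, with 14 the reverse. Intervals on single-sample shares are Wilson intervals and cover counting error only.

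**Figure D2:**
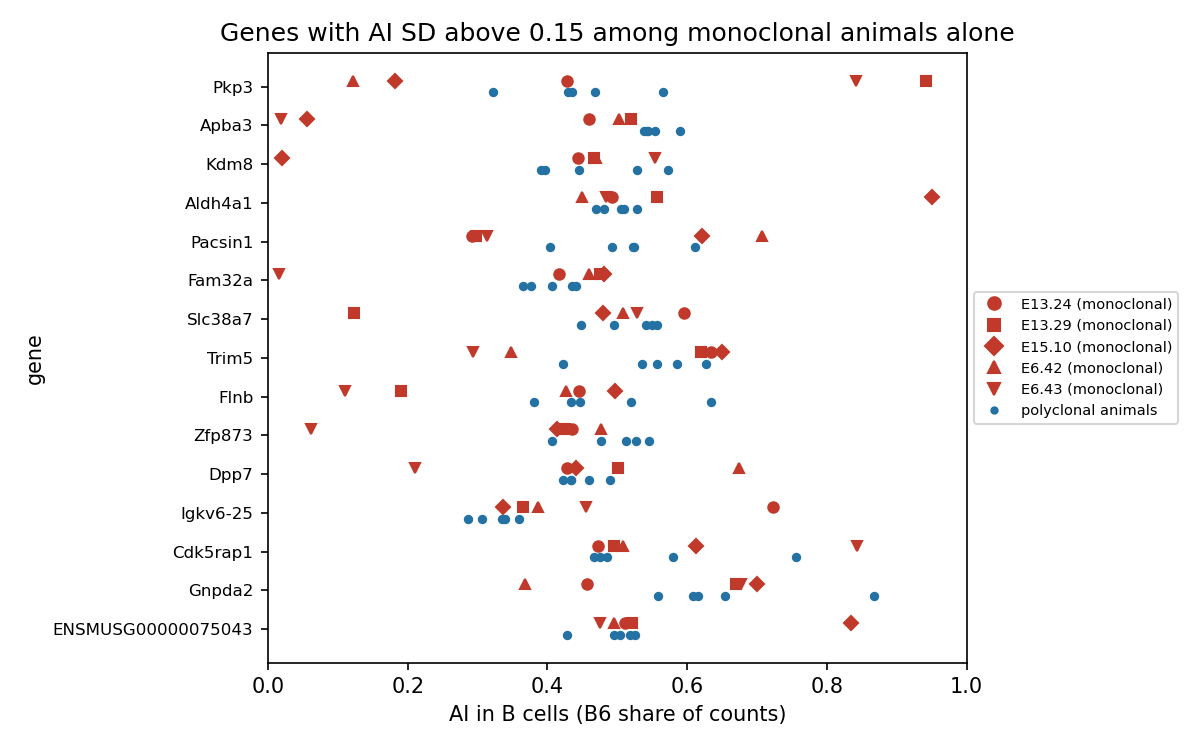
AI (B6 share of allelic counts, no unit) of the 15 genes with an SD above 0.15 in monoclonal B cells only, 1 point per animal, for 5 monoclonal and 5 polyclonal animals. Pkp3 reaches from 0.122 to 0.943 in monoclonal animals and from 0.322 to 0.566 in polyclonal animals.

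E13.24 and E13.29 each gave B cells and thymocytes from the same stem cell, so an allelic state set before the lineages part should appear in both. For Pkp3 and Slc38a7 it did. Pkp3 in E13.29 was at 0.943 in B cells and 0.994 in T cells, against 0.428 and 0.432 in E13.24, and Slc38a7 in E13.29 was at 0.123 and 0.0179, against 0.596 and 0.550. The other T cell samples averaged 0.460 ± 0.0705 for Pkp3 and 0.490 ± 0.0219 for Slc38a7 (SD, n = 3). In T cells of E13.29 the abundance of Slc38a7 was 6.62, below the minimum of 10 set for B cells. Flnb differed in the same direction in both cell types, by 0.256 and 0.138. For other genes the values were less alike, but by a normal test with Bonferroni adjustment 0 of the 15 genes had a clone difference that differed between B and T cells, so they are given as values only. Gnpda2 differed by -0.214 in B cells and by -0.0078 in T cells, Dpp7 by -0.0731 and by -0.226, and Pacsin1 by -0.0048 and by -0.107. The AI of Pacsin1 was -0.218 (E13.24) and -0.213 (E13.29) from the polyclonal mean in B cells, and 0.0177 and 0.125 from the mean of the other T cell samples in T cells (their SD was 0.121, n = 3), with 401 and 132 counts. Igkv6-25 differed by 0.358 in B cells, with 16 and 48 counts in the T cell samples.

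Across the 15 genes, the differences between the animals in B and in T cells had a Pearson r of 0.792 (permutation p = 0.00284) and a Spearman rho of 0.557 (permutation p = 0.0331, 100000 permutations each), or 0.00568 and 0.0331 after Benjamini-Hochberg adjustment for 2 tests. Genes are not independent replicates, and the relation rests on the 2 genes farthest from the median, without which r was 0.190. With the 5 genes above an SD of 0.20, r was 0.959 but the permutation p rose to 0.132.

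**Figure D3:**
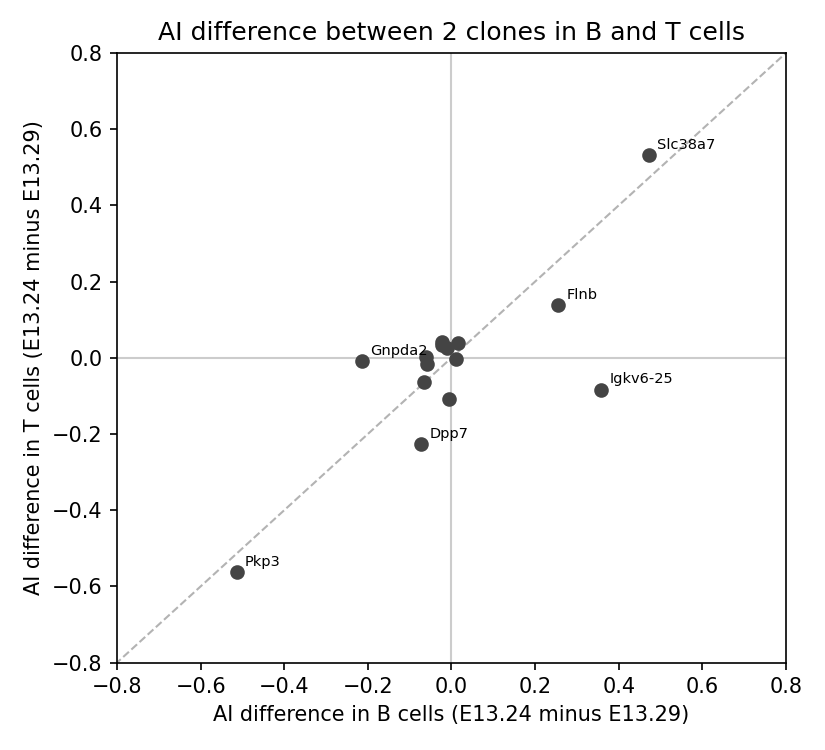
AI difference between E13.24 and E13.29 (B6 share, no unit) in B cells on the x axis and in T cells on the y axis, 1 point per gene for the 15 genes. Pkp3 at -0.514 and -0.562 and Slc38a7 at 0.472 and 0.532 lie along the diagonal, and most other genes lie near 0 in T cells.

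The allelic balance of many genes depended on the cell type. In the 5 animals with both, 1803 of 9262 autosomal genes differed in AI between T and B cells (limma with the animal as a block, Benjamini-Hochberg adjusted p below 0.05), 926 higher and 877 lower in T cells, 1783 of them the same way in all 5 animals. For 1110 the AI moved by over 0.1 and for 195 by over 0.3. Gbp8, an interferon-inducible guanylate-binding protein gene, was paternal in B cells and largely maternal in T cells, moving from 0.0241 ± 0.0116 to 0.785 ± 0.0257 (SD, n = 5; adjusted p = 0.000242), and Xdh moved from 0.186 to 0.915, Egln3 from 0.161 to 0.815, Abcb4 from 0.252 to 0.876 and Dhrs3 from 0.211 to 0.820. In the other direction the cytokine receptor gene Il9r fell from 0.881 ± 0.0255 to 0.0884 ± 0.0251 (adjusted p = 0.000226) and Cd200, an immune inhibitory ligand, from 0.669 ± 0.0274 to 0.0391 ± 0.0197 (adjusted p = 0.000253).

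Also lower in T cells were Capn5 (0.946 to 0.0726), Stau2 (0.868 to 0.285), Tent5a (0.676 to 0.105), Rgs11 (0.587 to 0.0488), Bmyc (0.983 to 0.197) and Cd276 (0.992 to 0.007), the last 2 with as few as 23 and 24 counts in a sample, and Egln3 above with as few as 20. The largest shifts also included Gm10499, Gm5514, Trav8-1, Gm43302 and Gm8909 (higher in T cells) and Gm10288 and Gm11127 (lower), gene models and family members that share near-identical copies, for which misassigned reads leave the AI uncertain. Without E13.29 the count was 1075, and without E13.2 it was 1085.

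Some genes kept to a single allele, B6 or CAST, in every animal, a bias that is not random. All animals had a B6 mother and a CAST father, so strain and parent of origin cannot be told apart here. In B cells 30 of 7512 autosomal genes were below an AI of 0.1 in all 11 samples and 31 above 0.9. In T cells 53 and 34 of 7647 genes were so in all 5 samples, and 23 genes were shared. Among the most abundant in B cells on the CAST side were H2-Ea-ps (0.0009 ± 0.0002), a class II gene defective in B6, the lectin-like gene Clec2h (0.0014 ± 0.001), the class I gene H2-Q4 (0.0426 ± 0.0208) and Gbp8 (0.0229 ± 0.0094; SD, n = 11), with Gm10076, Gm3608, Gm9800 and 3 unnamed genes (ENSMUSG00000093077, ENSMUSG00000092984 and ENSMUSG00000093098). On the B6 side were the surface antigen genes Ly6e (0.962 ± 0.0128) and Ly6a (0.990 ± 0.0076), the transcription factor gene Nfatc3 (0.984 ± 0.0099), Apoe (0.972 ± 0.0071) and Arhgap27 (0.941 ± 0.0149), with 9930111J21Rik1, 9930111J21Rik2, Igkv10-96, Eno1b and ENSMUSG00000091747.

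Imprinted genes were mostly biallelic in these lymphocytes. Of 15 list members tested in each cell type, 1 was biased in B cells and 2 in T cells: Zrsr1 was expressed from the paternal allele in both (0.005 ± 0.0037, n = 11, and 0.0107 ± 0.0128, n = 5), and Igf2r from the maternal allele in T cells (0.985 ± 0.0178, n = 5). Igf2r did not meet the filters in B cells and was not tested there, so the counts do not compare the cell types. Impact leaned to the paternal allele, at 0.123 ± 0.0602 in B and 0.310 ± 0.188 in T cells. The counts of biased genes fell to 31 in B and 50 in T cells at limits of 0.05 and 0.95, and rose to 159 and 247 without the abundance filter.

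Long runs of neighbouring genes shifted together in B cells of the 4 E6 animals and in 0 of the 10 other transplanted or T cell samples scanned. On chromosome 7, 61 to 63 neighbouring expressed genes between 28826473 and 43418300 (to 43457158 in E6.2) were almost wholly CAST, with a median AI of 0.0068 in E6.1, 0.0237 in E6.2, 0.0143 in E6.42 and 0.0228 in E6.43. On chromosome 9, 34 to 36 genes, in E6.1 between 57252333 and 64182492, were shifted in part, with median AIs of 0.406 to 0.472, and E6.42 had a further run of 23 genes from 35125184 to 44113455 (0.329). The 9 runs are those in which the running median over 20 genes moved from the control by over 0.15. There were 4 with 40 genes, 16 with a limit of 0.1, and 15, of which 7 lay outside the E6 animals, with the mean of all other animals as the baseline.

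**Figure D4:**
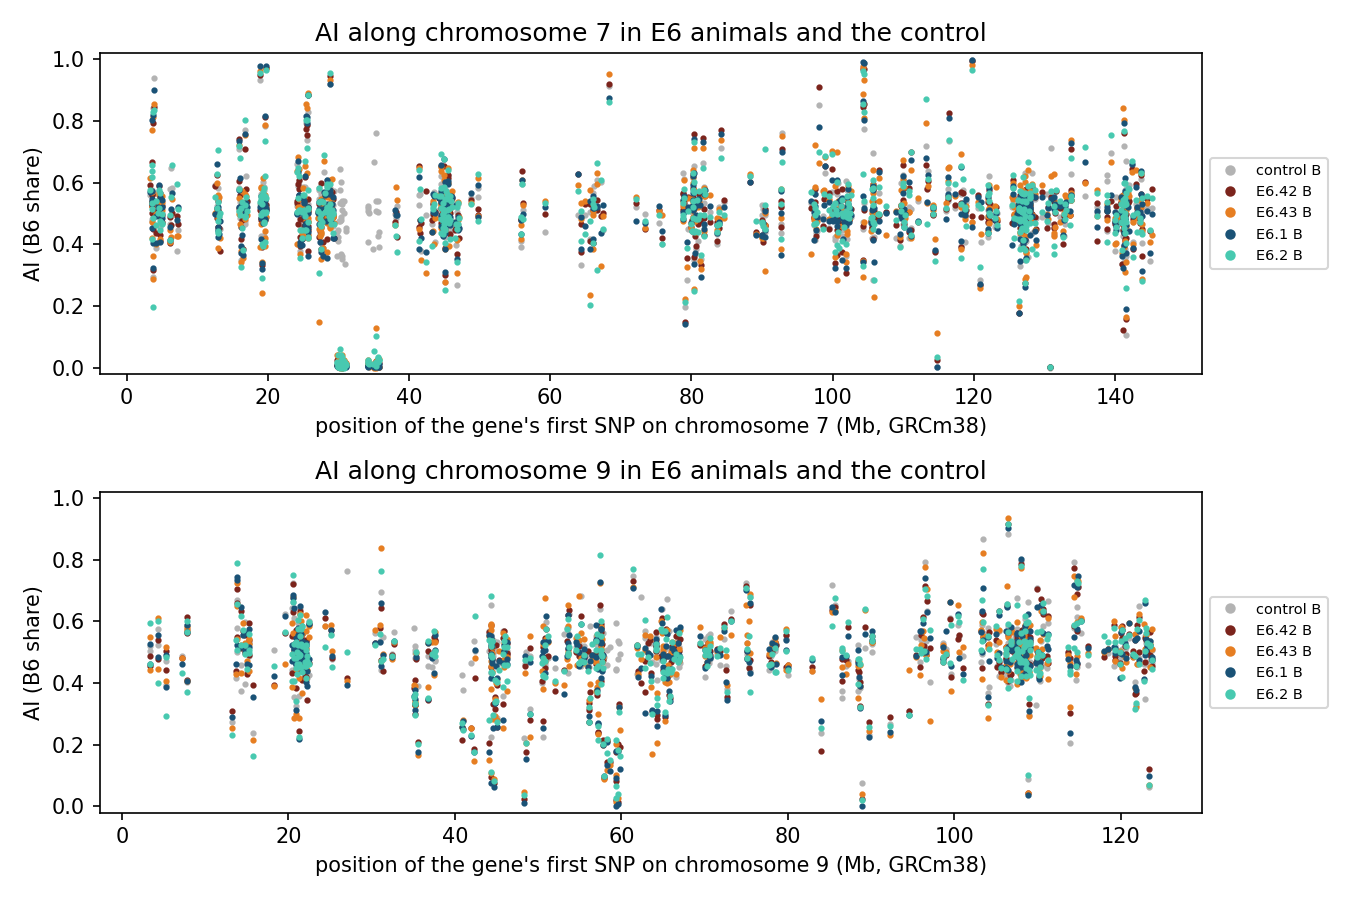
AI (B6 share of allelic counts, no unit) of expressed genes along chromosomes 7 and 9 (position in Mb) in B cells of the 4 E6 animals and of the control. On chromosome 7 the E6 points drop to medians of 0.0068 to 0.0237 in 1 stretch.

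Gene expression itself was compared to ask whether B cells grown from 1 HSC differ from those grown from many. No gene passed by limma with the donor as a block (0 of 8926, 391 at an unadjusted p below 0.05) or by edgeR (0), and 8 passed by DESeq2 on the allelic counts, a test that made 23.9% false calls on simulated data. The 5 genes with the lowest p by limma, which passed by DESeq2 alone, were Pmaip1, a p53-inducible death gene (log2 difference -1.16 ± 0.22 SE, limma adjusted p = 0.345; abundance 10.5 ± 3.28 in monoclonal and 24.7 ± 8.10 in polyclonal animals, SD, n = 5), Nt5e (-1.19 ± 0.23), Ccnd2 (0.75 ± 0.15), Srms (-1.0 ± 0.21) and Lef1 (1.19 ± 0.27). Without E6.42, 39 genes passed, 6 higher and 33 lower in monoclonal animals.

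By list, B cell identity genes were alike (10 tested, 0 passed, median log2 difference -0.03), and the lists of follicular B cell (5 tested), plasma cell (5), germinal centre (1), interferon response (7), stress and immediate early (7), cell cycle (4), p53 and DNA damage (5), ribosomal protein (88), mitochondrially encoded (15), V genes (116), imprinted (17), lymphocyte allelic expression (2), escapees (10), X-linked immune (11) and the study's 14 genes (14, chosen on these samples) had 0 members passing, whether over all genes or adjusted over the list alone. The same held for markers of other cells: thymocyte (1 tested), myeloid (2), erythroid (1) and NK (1), with 0 platelet genes abundant enough to test.

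The marginal zone B list had 0 of 7 members passing over all genes and 3 lower in monoclonal animals adjusted over the list alone: the complement receptor gene Cr2 (-0.65 ± 0.21 SE; 1271 ± 500.3 against 1923 ± 366.5), Myof (-0.67 ± 0.25) and Cd1d1 (-0.42 ± 0.16), which presents lipid antigens (limma, adjusted p = 0.046 for each over the list). S1pr3, Dtx1, Cd9 and Plac8 had log2 differences of -0.88, -0.52, -0.45 and -0.29 without passing. E6.42 went against this, with 2154 for Cr2, against 938 to 1161 in the other monoclonal animals. Adjusted over the list alone, Spn (0.70) and Zcwpw1 (-0.60) of the 2 B1 genes and Vpreb3 (0.57), a part of the pre-B cell receptor, of the 2 transitional B genes also passed, and 0 did so over all genes.

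T and B cells differed as their sorting markers require, with 5510 of 9299 genes past the threshold (limma, 2646 higher and 2864 lower in T cells). All 15 thymocyte genes rose, among them Dntt, the enzyme that adds nucleotides at V(D)J joints (log2 9.75 ± 0.21 SE; abundance 1597 ± 126.1 in T and 0.944 ± 0.615 in B cells, SD, n = 5; adjusted p = 6.32e-08), the coreceptor genes Cd8a (9.57 ± 0.32) and Cd4 (8.51 ± 0.26) and the recombinase gene Rag1 (8.98 ± 0.32). All 10 B cell genes fell, among them Cd74 (-9.71 ± 0.43), Cd19 (-9.64 ± 0.42), Cd79a (-9.49 ± 0.38) and Ms4a1 (-9.36 ± 0.50). The largest rises also included Cd8b1, Trbc1, Trbc2, Ldhb, Tcf7 and Rorc, and the largest falls H2-Aa, H2-Eb1, Cd22, Fcmr, H2-Ea-ps and Iglc2.

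Proliferation genes rose together in thymocytes: all 11 cell cycle genes were higher, with a median of 4.79, for example Birc5 (5.46 ± 0.21), Ccna2 (5.39 ± 0.23) and Cdk1 (5.17 ± 0.22). Genes of mature B cell subsets mostly fell: 6 of 7 of the marginal zone list (Cr2, -8.50 ± 0.48) and all 5 follicular genes (Fcer2a, -8.93 ± 0.29). Of 5 plasma cell genes 4 fell (Mzb1, -6.62 ± 0.17) and 1 rose, and the germinal centre list rose (3 of 3, Fas, 4.02 ± 0.18). Of 3 B1 genes 2 rose, Cd5 and Spn, both also known from T cells, and of 3 transitional genes Rag1 rose and Vpreb3 and Cd24a fell. The V genes followed the receptor, with 65 of 86 lower (Iglv1, -7.37 ± 0.27) and 21 higher (Trbv13-2, 7.09 ± 0.19).

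Interferon response genes were lower in T cells in 5 of 7 and higher in 1 (Ifit3, -3.80 ± 0.28, Mx1, -3.77 ± 0.14), stress and immediate early genes lower in 4 and higher in 2 of 7 (Fos, -2.95 ± 0.65), and p53 target genes higher in 3 and lower in 2 of 6 (Trp53inp1, 3.03 ± 0.27, Bax, -0.86 ± 0.29). Of 87 genes on the ribosomal protein list, 49 fell and 3 rose (Rps19, -1.78 ± 0.28, Rpl13, -1.45 ± 0.25, the latter not passing by edgeR, adjusted p = 0.145, or DESeq2, adjusted p = 0.0725); by its rule the list also takes in the kinase genes Rps6ka1 and Rps6ka4 and pseudogenes, and Rpl29, named after its values were seen, had the other sign by edgeR on allelic counts. Of 15 mitochondrially encoded genes 3 fell (mt-Nd6, -0.98 ± 0.20).

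On the X, 3 immune genes rose (Sh2d1a, 7.39 ± 0.32) and 7 fell (Btk, -7.04 ± 0.22) of 13, and 2 escapees rose (Ddx3x, 0.46 ± 0.14) and 3 fell (Ftx, -1.33 ± 0.17) of 10. Of 17 imprinted genes 2 rose (Igf2r, 1.92 ± 0.29) and 7 fell (Zrsr1, -1.87 ± 0.14). Of the 4 lymphocyte genes with described allelic expression, Bcl11b and Gata3 rose and Pax5 and Tlr4 fell. Of the study's 14 genes, chosen on these samples, 0 rose and 7 fell (Dpp7, -1.98 ± 0.12). Of the markers of other cells, the macrophage gene Lyz2 rose by limma (1.06 ± 0.39) but not by edgeR (adjusted p = 0.159) or DESeq2 (adjusted p = 0.064), and Ctss, also used by B cells, fell (-8.07 ± 0.23); Klrb1c rose (2.85 ± 0.19) and the cytotoxic gene Prf1 fell (-1.07 ± 0.18), and 0 erythroid and 0 platelet genes could be tested. Adjusted over the list alone, every list kept these counts except the mitochondrially encoded genes, of which 1 fell.

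For the 15 clonally variable genes, abundance tended to be lower where AI was farther from the polyclonal mean. The Spearman correlation over the 10 B cell animals was negative for 12 of the 15 genes, with a median of -0.273 (exact two-sided sign test over genes, p = 0.0352), and was strongest for Dpp7 (-0.830), Flnb (-0.806) and Trim5 (-0.745). It was positive for Igkv6-25 (0.442), Cdk5rap1 (0.370) and Gnpda2 (0.152). Genes are not independent replicates, and the test did not pass with an SD threshold of 0.10 (median -0.164, exact p = 0.324) or 0.20 (-0.261, exact p = 0.0625). Over the monoclonal animals alone the median was -0.5 (exact p = 0.0352). Above 0.20, 5 genes remained, all with a negative correlation, and 0.0625 is the lowest p that 5 genes can give.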

Values the study reported

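The study reported a median AI of X-linked genes of 0.96 ± 0.03 for E13.24, E13.29 and E15.10 and of 0.02 ± 0.01 for E6.42 and E6.43. The study reported 8 escapees present in both B and T cells, a count that includes Xist. In pairwise comparisons of B cell samples, the study reported 16 to 104 genes with different AI. The study reported 14 genes with a higher AI standard deviation in monoclonal B cells, using a threshold of 0.15.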

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

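The tests of partly CAST-like genes, of a change arising in the clone, of both explanations for the X-linked genes, of the splits for the 3 models across genes and of the splits within donors were chosen only after the results were seen. Of 39 groups of 4 to 10 samples examined, 7 held a sample far from the others, where chance gives about 1 in 20 groups, but the genes among them had been chosen for a wide spread. The QCC of E15.2 B cells was 3.91, against 2.23 to 2.52 in the other polyclonal animals. Among monoclonal animals, Zfp873 had an AI of 0.0617 in E6.43 (0.414 to 0.477 in the others) and Fam32a 0.016 in the same animal (0.416 to 0.482). In E15.10, ENSMUSG00000075043 was at 0.834 (0.475 to 0.521), Aldh4a1 at 0.951 (0.450 to 0.558) and Kdm8 at 0.0199 (0.444 to 0.554). Slc38a7 was at 0.123 in E13.29 (0.479 to 0.596). Of the 15 genes compared, 0 had a clone difference that differed between B and T cells by a normal test with standard errors widened by the QCC and Bonferroni adjustment (lowest adjusted p = 0.248, Flnb).

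The study described a large deletion shared by all E6 samples; its exome data were not analysed here. For the runs of CAST-like AI, loss of the B6 copy without other change is argued against by abundance alone: the 38 CAST-only genes of chromosome 7 had a median log2 ratio to other animals of -0.18 (95% CI -0.25 to -0.09), against -0.13 for all other genes. This interval came from resampling the 38 genes with the animals held fixed, so it carries no spread between animals. A change arising in a transplanted clone is excluded, because over the 58 expressed genes of the run found in the monoclonal E6 animals the polyclonal ones had medians of 0.0068 and 0.0237. The runs may instead come from a maternal haplotype in the E6 donor that carries CAST-like sequence: on chromosome 9, E6.1 and E6.42 held 52 and 53 of 136 genes with both B6-CAST and CAST-only SNPs, against 2 of 129 in E13.24. A first form of this test, the share of SNPs in either class (88.6% at lowest in E6), decided nothing because E13.24 also reached 91.6%, and a deletion replaced by the CAST copy stays open.

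The 15 genes with a wide AI spread in monoclonal animals alone compare with a median of 9 in other splits of the animals: 3 of 100 splits, the real one included, reached 15, and the highest other had 15, so chance is excluded only narrowly and only for splits that ignore the donor, since 3 of the 36 splits that keep the donors balanced also reached 15. A difference in sequencing depth is argued against by the 12 genes called after every animal was thinned to the same total. Loss of a long chromosome segment is argued against by the neighbours, up to 10 expressed genes on each side. They moved by a median of 0.0073 and at most 0.0345 (around Zfp873), while the genes themselves moved by at least 0.218. A loss limited to the gene or a few neighbours would not move such a median and was not tested here. The study's exome data, from E6.43 and E15.10 among the monoclonal animals, showed no obvious loss of heterozygosity at the genes it singled out. A stable allelic state inherited from the transplanted stem cell may account for some of them, as a hypothesis found and tested on the same animals, with chance not excluded within donors. Somatic variants of single genes were not tested and stay open.

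Ddx3x and Utp14a, chosen after their values were seen, gave different inactive-X shares in E13.24 and E13.29, in opposite directions. Other cells mixed into a sample are argued against, since 2 genes passed in both cell types with the same sign although T cells had far lower median inactive-X shares (0.0111 and 0.0049, against 0.0559 and 0.0698 in B cells). A strain variant or mapping bias would act alike in both animals, which keep the same X active, but 1 gene passed in each direction. The extent of escape may thus be set in the stem cell and kept by its descendants, a hypothesis from 2 animals that no other clone with both cell types could test.

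Splits were also counted for the models across genes. For AI between T and B cells, 1 of 100 splits, the real one, reached 1803 genes (highest other 1). For expression between T and B cells 1 of 100 reached 5510 (highest other 0). Among the 16 splits that part the cell types of every animal, only the real one reached these counts, and the highest other was 0 for each. Every other split mixes the cell types, which adds their difference to the scatter within groups and keeps its count low. Neither set of splits can therefore decide about chance. For expression between monoclonal and polyclonal B cells the real count was 0, which all 100 splits reach by construction, so they say nothing about chance. The highest other split called 185 genes: it set E13.1, E13.2, E15.2, E6.1 and E6.42 against the rest, the real groups with E6.42 and E6.2 exchanged, and points to a structure of the samples. Exchanged columns are argued against by the match of each abundance column to its own allelic counts and by the X-linked medians of E6.42 (0.013) and E6.2 (0.457).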

How the results depend on the processing

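The tests of pairs from the same donor, with their alternatives, the pair comparison without biased genes and that with labels permuted within donors were chosen only after the data were seen; all other alternatives were planned. Of 175 alternatives, 151 kept the direction and the side of the threshold or stayed within 1.5 times the count, 16 moved a count or value further, 3 were weaker, 0 stronger and 5 reversed; where no construction of the alternative is named, the cause was not tested. The difference in AI calls between monoclonal and polyclonal pairs reversed with plain binomial variance (-238.3), without the E6 animals (-31.3), and without E6.42 (-36.8), E13.1 (-3.3) or E6.2 (-5.63), and ranged from -36.8 to 32.7 when 1 animal was left out; with biased genes left out it was 6.1. The escapees besides Xist numbered 5 with a margin of 0.2 and 8 to 10 when 1 animal was left out. Genes with a high SD in monoclonal animals alone numbered 67 without the abundance filter, where more genes were tested (23 in polyclonal animals alone), 37 above 0.10 (11), 5 above 0.20 (0), 26 without the pairwise requirement (14) and 11 to 20 when 1 animal was left out. The correlation between B and T cells was 0.959 with 5 genes above 0.20, where few genes remain and the permutation p was 0.132. Biased genes numbered 31 in B and 50 in T cells at 0.05 and 0.95, 159 and 247 without the abundance filter, and 61 to 64 and 89 to 96 when 1 animal was left out. Regional runs numbered 4 over 40 genes, 15 against the mean of other animals and 16 beyond 0.1. The median correlation of abundance with AI shift was -0.164 above 0.10 (exact sign test p = 0.324) and -0.261 above 0.20 (exact p = 0.0625), the last over 5 genes, all negative, which cannot give a lower p; over the monoclonal animals alone it was -0.5 (exact p = 0.0352), with the same direction and side of the threshold. For AI between T and B cells the count was 1075 without E13.29 and 1085 without E13.2, and 1075 to 1477 when 1 animal was left out. Expression differed between monoclonal and polyclonal animals at 8 genes by DESeq2 and 39 without E6.42, and at 0 to 39 when 1 animal was left out. When 1 animal was left out, the difference in X-linked medians lay between 0.287 and 0.339, the count for expression between T and B cells between 4606 and 5960, and the same-donor difference between -46.3 and -29.1. Beyond these ranges, the X-linked difference was 0.188 without the abundance filter, the expression count 7882 without it and 7899 with a mean abundance of at least 1, and the same-donor difference -6.92 with totals thinned and -21.5 without 4 chromosomes. No paired analysis was possible because the shared replicate numbers mark repeat libraries of 1 RNA, which were summed; the cell types were paired by animal instead. On simulated data the pair test recovered 72% of genes at an AI shift of 0.2, and the SD comparison 0%; simulated depth was not varied.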

Other observations

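The comparison of same-donor pairs was chosen only after the data were seen, as were the tests of crossing genes and of B cell subset lists described here. For 37 genes 1 allele outweighed the other by over 2 to 1 on average in B cells and the other did so in T cells, and the examples were named after their values were seen. Ms4a6b went from an AI of 0.173 ± 0.0149 in B cells to 0.745 ± 0.0423 in T cells (SD, n = 5; limma, adjusted p = 0.000226), Gimap7, a GTPase of the immunity-associated family, from 0.287 to 0.824, and Il2ra, the alpha chain of the interleukin receptor, from 0.225 to 0.707. The nonclassical class I gene H2-T22 went the other way, from 0.708 ± 0.0255 to 0.177 ± 0.0487 (adjusted p = 0.000242), as did the securin gene Pttg1, from 0.714 to 0.288 with at least 2785 counts in every sample, and the integrin gene Itga6, from 0.766 to 0.319. H2-T22 belongs to a gene family, and reads misassigned between its members were not tested for. Cd200, at 0.669 and 0.0391, and the gene of its receptor Cd200r1, at 0.242 and 0.706, moved in opposite directions.

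On the X chromosome, Ddx3x had an AI of 0.726 (814 counts) in E13.24 and 0.908 (3713 counts) in E13.29 B cells, and 0.810 and 0.993 in T cells. Utp14a had 0.942 and 0.717 in B cells and 0.988 and 0.624 in T cells. Pola1, named after its values were seen, differed in T cells alone by test (0.832 and 0.981), with 0.772 and 0.804 in B cells; whether the cell types differ was not tested. These were 2 genes in B and 3 in T cells of 203 X-linked genes tested. In polyclonal E13.2 the X-linked median was 0.576 in B cells and 0.891 in T cells, and Xist went from 0.499 to 0.149, whereas E13.1 had 0.631 and 0.623; in the control the medians were 0.345 and 0.515.

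Pairs of animals that received cells of the same donor differed at fewer autosomal genes than pairs from different donors, with biased genes left out: a mean of 60.6 genes over 13 pairs against 101 over 32 pairs, a difference of -39.9 (exact permutation of donors over animals, two-sided, p = 0.0013 over 3150 assignments). The difference was -6.92 (exact p = 0.0178) with every animal's total of counts thinned to the smallest, -21.5 (exact p = 0.0044) without chromosomes 7, 9, 12 and 15, and -43.4 (exact p = 0.0063) without E15.2.

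The mean log2 abundance of the marginal zone B list was 7.20 ± 0.57 in monoclonal and 7.76 ± 0.25 in polyclonal animals (SD, n = 5), a difference of -0.56 that did not pass (two-sided exact permutation p = 0.0952, adjusted 0.190 over 6 lists). E6.42 had 8.17, above the 6.76 to 7.29 of the other monoclonal animals. The follicular, B1, transitional and immature, plasma cell and germinal centre lists did not pass either, with adjusted p of at least 0.190.

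Between 27 and 322 genes differed in AI in pairs of B cell animals. That is higher than the range quoted from the study above, which left out genes of biased expression, of the E6 rule and of lost heterozygosity. With the genes of biased expression and of the E6 rule left out here, 24 to 223 genes differed; the adjustment and depth of both ranges are not known to be equal.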
